# EPHX2 Inhibits Colon Cancer Progression by Promoting Fatty Acid Degradation

**DOI:** 10.3389/fonc.2022.870721

**Published:** 2022-03-30

**Authors:** Yiran Zhou, Xiao Li, Aoran Guan, Haodong Zhou, Yankun Zhu, Ruotian Wang, Ruhong Li

**Keywords:** EPHX2, CRC, metabolic reprogramming, fatty acid degradation, ROS, lipid droplet

## Abstract

Tumor cells use metabolic reprogramming to keep up with the need for bioenergy, biosynthesis, and oxidation balance needed for rapid tumor division. This phenomenon is considered a marker of tumors, including colon cancer (CRC). As an important pathway of cellular energy metabolism, fatty acid metabolism plays an important role in cellular energy supply and oxidation balance, but presently, our understanding of the exact role of fatty acid metabolism in CRC is limited. Currently, no lipid metabolism therapy is available for the treatment of CRC. The establishment of a lipidmetabolism model regulated by oncogenes/tumor suppressor genes and associated with the clinical characteristics of CRC is necessary to further understand the mechanism of fatty acid metabolism in CRC. In this study, through multi-data combined with bioinformatic analysis and basic experiments, we introduced a tumor suppressor gene, EPHX2, which is rarely reported in CRC, and confirmed that its inhibitory effect on CRC is related to fatty acid degradation.

## Introduction

Colorectal cancer (CRC) accounts for approximately 10% of all annual cancer diagnoses and cancer-related deaths worldwide (1). It is the second most common cancer diagnosed in women and the third most common in men. Dysfunction of cellular energy metabolism is an important feature of almost all cancers. The metabolic differences between tumor and nontumor cells may be targeted for treatment (2). Targeting tumor metabolism remains an attractive strategy for anticancer therapy. However, the development of therapies targeting cancer cell metabolism has lagged significantly behind those targeting cell signaling pathways and immunotherapy (3). This situation is largely due to the difficulty in identifying highly specific enzyme inhibitors of bioenergy pathways. Cancer metabolism is highly dynamic and heterogeneous, and current analytical platforms limit our understanding of this complexity (4–6). Recently, metabolic reprogramming has been recognized as an important factor in tumor metabolic complexity (7). Metabolic reprogramming in cancer is largely regulated transcriptionally by oncogenes and mutated tumor suppressor genes (8). In addition to the classic aerobic glycolysis of tumor cells (Warburg effect), the regulation of lipid metabolism in tumor progression has been extensively studied (9). However, most current studies have focused on adipogenesis; the association between fatty acid degradation and cancer cells has received little attention (10, 11).

Fatty acids are mainly degraded by fatty acid oxidation (FAO). In addition to mitochondria, some fatty acids in animals are oxidized by peroxisome, such as occurs in β-oxidation of very long chain fatty acids (VLCFA) and α-oxidation and β-oxidation of long-branched chain fatty acids (12). Peroxisome is an important organelle involved in cell reduction–oxidation balance. The imbalance of lipid metabolism directly leads to cellular oxidative stress (13, 14). EPHX2 consists of two domains separated by a short linker rich in proline, encoding epoxide hydrolase (soluble epoxide hydrolase, SEH). 

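EPHX2 (ENSG00000120915) lies on the plus strand of chromosome 8 of GRCh38, from 27490781 to 27545564, in the GENCODE v44 annotation. Its canonical transcript is protein coding, has 19 exons and is 2776 bases long. In the RNA sequencing of HCT116 cells, EPHX2 was read in all 6 libraries and had the largest log2 fold change of all genes tested.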

SEH is a bifunctional enzyme whose C-terminal domain exhibits epoxide hydrolase activity that converts epoxide to corresponding diols, whereas the N-terminal domain exhibits phosphatase activity of lipid phosphate hydrolysis (15, 16). Only a few studies have reported on the biological role of EPHX2 in tumors, by its participation in lipid metabolism. Using bioinformatics, this study found that EPHX2 is an important gene that inhibits the progression of CRC, predicted its association with lipid metabolism, and verified the rationality of this metabolic model through experiments.

## Materials and Methods

### Data Mining

Data were obtained from COAD level 3 transcriptome sequencing data in the TCGA database. The protein assembly data and protein relative abundance details were obtained from the CPTAC database. The GMT file construction of specific pathway-related genes was obtained from the KEGG database. Bioinformatic analysis of the obtained data was performed using the R package (Limma, WGCNAC, ConsensusClusterPlus, and GSVA GSEAbase), GSEA 4.1 (http://www.gsea-msigdb.org/gsea/index.jsp), String online tool (https://cn.string-db.org/), and Cytoscape (https://cytoscape.org/index.html).

### CRC Tissue Microarray and Immunohistochemistry

Human CRC tissue microarrays consisting of 79 pairs of tumors and adjacent normal tissues were obtained from Shanghai Outdo Biotech, China. The anti-EPHX2 antibody was purchased from ProteinTech (Ag1283). Intensity score was in accordance with the following criteria: 0, no appreciable staining; 1, weak staining; 2, moderate staining; and 3, strong staining. The percentage score was based on the percentage of CRC positive cells (0–100). The immunohistochemical (IHC) staining was scored by two independent pathologists, and the final IHC score was calculated by multiplying the staining intensity score and positive staining percentage score. IHC scores ranged from 0 to 12 and were graded (low, 0–4 points; medium, 5–8 points; and high, 9–12 points) as described previously (12). Paired t-test was used to compare H score between tumor tissues and adjacent normal tissues.

### Cell Culture

The normal human intestinal epithelial cell line (NCM460) and human colonic carcinoma cell lines (HCT116, HT29, HCT15, and LOVO) were purchased from the Culture Collection of Chinese Academy of Sciences (Shanghai, China). In short, the HCT116 and HT29 cell lines were maintained in McCoy’s 5A medium (iCell, China). NCM460 was maintained in DMEM (Gibco, USA), and HCT15 was maintained in RPMI 1640 medium (Gibco). LOVO was maintained in the F12k medium (iCell, China). All media were supplemented with 10% fetal bovine serum (Gibco), supplemented with 1% penicillin and streptomycin (Gibco). All cell lines were cultured in a humidified incubator containing 5% CO_2_ at 37°C.

### RNA Extraction and Quantitative Real-Time Polymerase Reaction

Total RNA was isolated using the TRIzol reagent (Invitrogen, USA), following the manufacturer’s protocol, and RNA purity was detected using a NanoDrop 2000 spectrometer (Thermo Fisher Scientific, USA). The quantitative real-time polymerase chain reaction (PCR) was performed using SuperReal PreMix Plus (Invitrogen) in a StepOnePlus Real-time PCR Detection System (Applied Biosystems, CA, USA). Relative gene expression was calculated using the 2^-△△Ct^ method. Human GAPDH was used as an endogenous control for mRNA expression in the analysis.

### Vector Construction, Stable Transfection, and siRNA Interference Assays

Two groups, the EPHX2-overexpressing lentivirus vector (EPHX2-OE group) group and negative control vector (EPHX2-NC group) group, were established for the experiments. Tissues with EPHX2 overexpression were co-transfected with siRNA-EPHX2 (EPHX2-OE-siRNA group) or siRNA-negative control (EPHX2-OE-siRNA_NC group). The EPHX2-overexpressing lentivirus vectors were designed and constructed by the OBiO Company (Shanghai, China). CRC cells (HTC116), infected with the lentivirus, were screened continuously for 2 weeks using 2 µg/mL puromycin. After the efficacy verification of EPHX2 overexpression, the lentivirus-infected colonic carcinoma cells were used in subsequent steps of the experiments.

### Western Blotting

The proteins were extracted from cells, boiled with RIPA buffer (Beyotime, Shanghai, China), loaded and separated on a 10% SDS-PAGE gel (EpiZyme, Shanghai, China), transferred onto polyvinylidene fluoride membranes, and then incubated with the following primary antibodies: anti-EPHX2 (ProteinTech, Catalog number:10833-1-AP, USA) and anti-β-actin (abclonal, Catalog number: AC026, China). Protein expression was detected using the ECL reagent. β-actin was used as control. Three biological replicates were performed in each experiment.

### Annexin/Propidium Iodide Assay

Annexin V–IF647/propidium iodide (PI) apoptosis assay was performed using an Annexin V–IF647/PI kit (Servicebio, China). The cells in each group were subsequently incubated with 5 μL of Annexin V–IF647 and 5 μL of PI solutions at 37°C for 10 min in the dark. The number of apoptotic cells was measured using a flow cytometer (BD Biosciences Co. Ltd., USA). Three biological replicates were performed in each experiment.

### Transwell Invasion Assay

After lentiviral transfection, colonic carcinoma cells were seeded onto the basement membrane matrix (EC matrix, Chemicon, CA, USA) present in the insert of a 24-well culture plate. Thereafter, a complete culture medium was added to the lower chamber as a chemoattractant. After 48 h, the non-invading cells and EC matrix were gently removed with a cotton swab. The invasive cells located on the lower side of the chamber were fixed with 4% paraformaldehyde, stained with crystal violet, air-dried, and photographed with a microscope (Mshot, China). Three biological replicates were performed in each experiment.

### RNA Sequencing

Total RNA of HC116-GL120 and HCT116-H21064 were extracted using the TRIzol reagent (Invitrogen, CA, USA), following the manufacturer’s instructions. RNA sequencing was performed on an Illumina NovaSeq 6000 system of LC Sciences (USA). FastQC software (https://github.com/OpenGene/fastqc) were used to remove the reads that contained adaptor contamination, low quality bases and undetermined bases with default parameter. Then sequence quality was also verified using FastQC. We used HISAT2 (https://ccb.jhu.edu/software/hisat2) to map reads to the reference genome of *Homo sapiens* GRCh38.The mapped reads of each sample were assembled using StringTie (https://ccb.jhu.edu/software/stringtie) with default parameters. Then, all transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome using gffcompare (https://github.com/gpertea/gffcompare/). After the final transcriptome was generated, StringTie and was used to estimate the expression levels of all transcripts. StringTie was used to perform expression level for mRNAs by calculating FPKM (FPKM = [total_exon_fragments/mapped_reads(millions) × exon_length(kB)]). The KEGG signal pathway enrichment analysis of FPKM data obtained by using GSEA4.1 software.

### Oil Red O Staining

The cell coverslips were first washed with phosphate-buffered saline (PBS), subsequently fixed with 4% paraformaldehyde for 20 min, washed three times with PBS, and incubated with 60% isopropyl alcohol for 10 s, followed by staining with freshly prepared 60% Oil Red O solution (100% solution: 0.5 g of Oil Red O dissolved in 100 mL of isopropylene) for 30 min and washing with PBS. The samples were counterstained with hematoxylin. Three biological replicates were performed in each experiment. The cell climbing pieces were scanned using a Motic Easy Scan (Motic, China) and analyzed using the image-Pro plus 6.0 software (https://www.xrayscan.com/software-image-pro-plus/).

### Measurement of ROS Levels

A cellular ROS assay kit (cat. no. ab186027; Abcam) was used to determine ROS levels. In a short, the transfected cells were plated (4 × 10^4^/100 µL per well) in a 96-well plate overnight. Subsequently, the cells were stained with ROS red stock solution for 30 min at room temperature. The absorbance was measured using a microplate reader, and ROS levels were determined by fluorescence increase at Ex/Em = 520/605 nm. Three biological replicates were performed in each experiment.

## Results

### Tumor Suppressor Gene Module of CRC

Weighted correlation network analysis (WGCNA) was used to analyze RNA sequencing data (level 3) from 388 tumor samples from TCGA-COAD to assess the correlation between gene modules and patient survival, tumor TNM stage, and distant metastasis (**Figure 1**). The dark green module was mostly associated with the clinical characteristics of CRC through WGCNA, and the genes of this module may have a role in inhibiting the progression of CRC.

**Figure 1:**
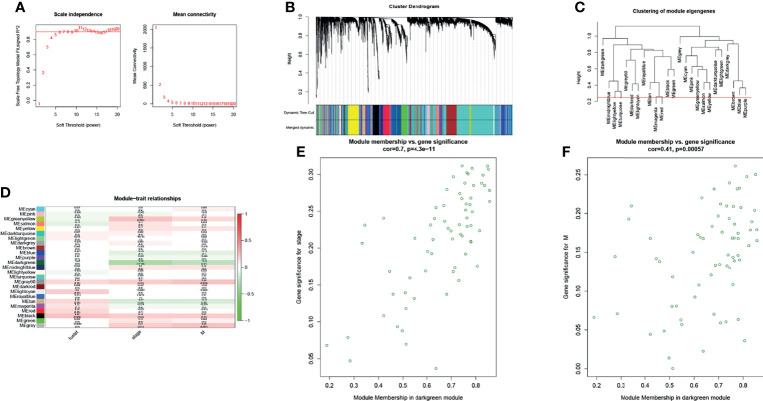
The WGCNA R package was used for finding clusters (modules) of highly correlated genes. **(A)** Scale-free fitting index and the average connectivity at different soft threshold powers were analyzed. In summary, 5 was the most suitable power. **(B)** The co-expression module was created. Each branch represents a gene, and each color below represents a co-expression module. **(C)** Cluster dendrogram of module eigengenes. **(D)** Heatmap analysis of the correlation between module characteristic genes and traits showed that the dark green module negatively correlated with stage and distant metastasis of patients with CRC (absolute value of cor >0.2, *p <* 0.05). **(E, F)** Scatter plot of dark green module members (MM) and gene significance (GS). A significant correlation was found between GS and MM (cor >0.4, *p < *0.0001).

### Target Gene Set

In bioinformatics prediction, the combination of mRNA and protein expression analyses of filtered data is beneficial to obtain more robust results. Therefore, the Colon Cancer Confirmatory Study (early release) protein assembly and protein relative abundance data (downloaded from the CPTAC database) were used to further analyze the genes in the dark green module. Genes with protein expression levels that were negatively correlated with TNM stage were used as the target gene set (**Figure 2**). A gene set of nine genes, which may inhibit the progression of CRC, were obtained.

**Figure 2:**
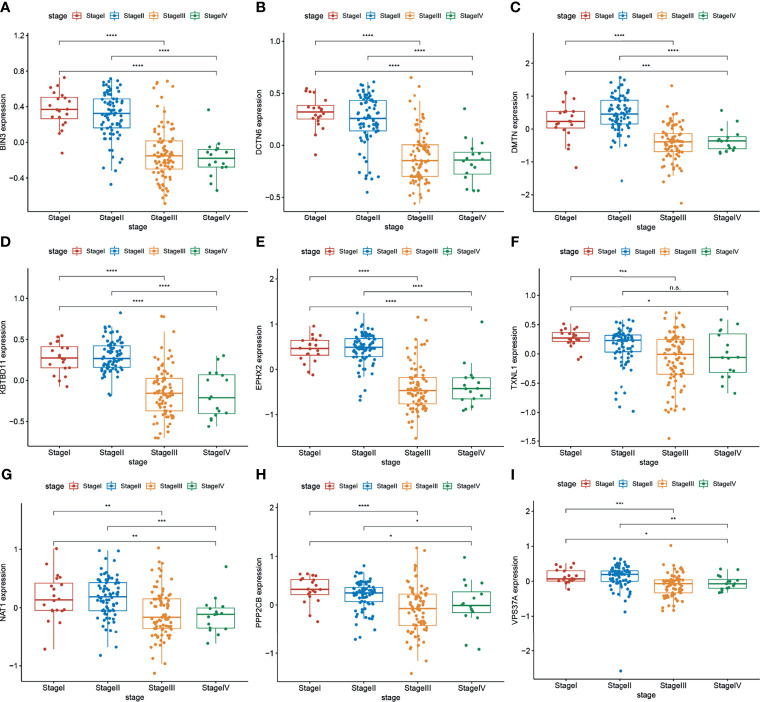
**(A–I)** Protein expression levels of target genes (BIN3, DCTN6, DMTN, KBTBD11, EPHX2, TXNL1, ANAT1, PPP2CB, and VPS37A) were negatively correlated with the TNM stage of CRC (n = 297 (stage I: 28, stage II: 120, stage III: 125, stage IV: 24). Wilcoxon’s test was used to compare groups. n.s, not significant; *p < 0.05,**p < 0.01,***p < 0.001,****p < 0.0001.

### Clustering and Survival Analysis Based on the Target Gene Set

Cluster and survival analyses were used to further verify the role of target gene sets in CRC. Based on the mRNA expression levels of target genes set, the cluster analysis of 388 TCGA CRC samples was performed using the R package ConsensusClusterPlus. Consensus Clustering took a subsample from a set of microarray data and determined a cluster with a specified number of clusters (k). For each k, the paired consensus values (i.e., the proportion of the number of occurrences of two samples in the same subsample in the same cluster), were calculated and stored in a symmetric consensus matrix. Consensus matrices were summarized in several graphical presentations to enable the users to determine a reasonable number and membership of clusters. Cluster analysis was performed on 388 patients in the TCGA database according to the expression levels of target genes (Consensus Cumulative Distribution Function, CDF). The results showed that when k = 2, the consistency and clustering confidence was maximal. Furthermore, the survival analysis of patients with different cluster samples was performed. The Kaplan–Meier method was used to estimate the survival time distribution of different clusters, which was presented in the form of a survival curve to analyze the survival characteristics. The survival curve between both groups was tested using the log-rank test. The results showed that the survival rate of the cluster1 group was higher than that of the cluster2 group (*p <*0.05) (**Figure 3**). This further illustrates the correlation between the target gene set and inhibition of CRC progression.

**Figure 3:**
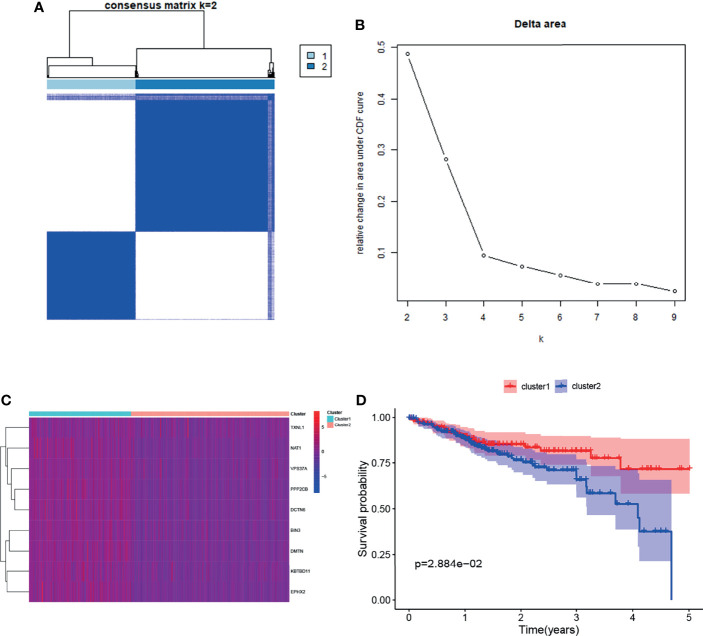
Clustering and survival analysis based on mRNA expression levels of target genes in the TCGA database. **(A, B)** Results of consistent cluster matrix, cumulative distribution function curve, and relative change in area under the curve showed that the expression of target genes could be divided into two types of CRC samples. **(C)** Heatmaps of gene expression in the cluster1 and cluster2 groups. **(D)** K–M survival curve showed that patients with cluster1 showed higher survival ability than those with cluster2 (*p < *0.05).

### EPHX2 Was Regarded as the Core Gene of the Target Gene Set to Inhibit the Progression of CRC

The core genes in the target gene set were predicted. First, GSEA enrichment analysis was performed on tumor samples based on cluster grouping. According to the normalized enrichment score (NES) and the false discovery rate (FDR), three optimal enrichment KEGG pathways were obtained (NES >2 and FDR <0.001). Thereafter, protein–protein interaction (PPI) analysis of target genes and genes of the optimal enrichment pathway was performed using the String online database and Minimum Required Interaction Score set to the highest confidence (0.9), and disconnected nodes were hidden in the network. The maximal clique centrality (MCC) method was used to calculate the key proteins in the PPI network (using CytoHubba plug-in of Cytoscape software). Of the nine target genes, EPHX2 was the first key protein to appear (top 12) (**Figure 4**). First, the likely KEGG pathways of the target gene set were analyzed using GSEA. Subsequently, by PPI analysis, the first gene in the target gene set was selected and calculated as the core node. EPHX2 was considered to be the core gene involved in the inhibition of CRC progression.

**Figure 4:**
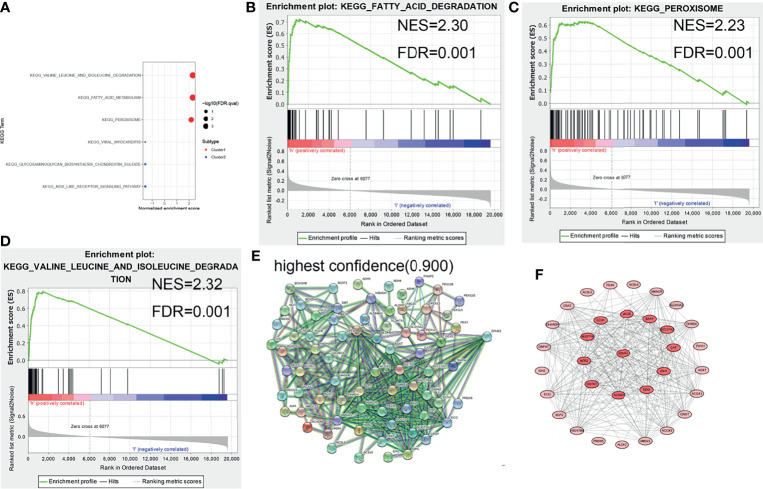
GSEA enrichment analysis and protein interaction network of target genes. **(A–D)** Three optimal enrichment signaling pathways were screened according to NES >2 and FDR <0.001. **(E)** PPI analysis of enrichment pathway genes and target genes was performed using the String online tool (highest confidence: 0.9). **(F)** MCC was used to screen for core node, and EPHX2 was the first target gene to appear in the core node (top 12).

### The Expression of EPHX2 Was Downregulated in CRC Tissues

To investigate the expression of EPHX2 in patients with CRC, the protein expression profiles of EPHX2 in human CRC specimens and adjacent normal tissues were examined. Consistent with previous bioinformatic analysis, IHC analysis showed that EPHX2 expression was significantly downregulated in human CRC specimens, compared with adjacent normal tissues (**Figure 5**).

**Figure 5:**
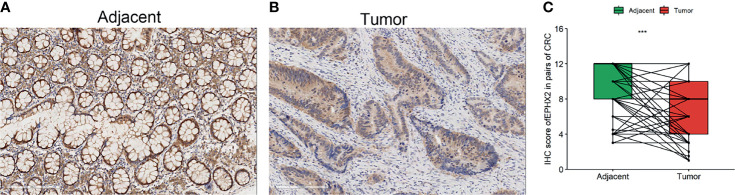
The protein expression profile of EPHX2 in human CRC tumor tissues (tumor) and adjacent normal tissues (adjacent). **(A)** The expression of EPHX2 in human CRC tumor tissues. **(B)** The expression of EPHX2 in adjacent normal tissues. **(C)** The expression of EPHX2 protein profile was significantly lower in tumor cells than in adjacent cells (paired t-test, n = 158, ***p < 0.001; original magnification, 200×; scale bars, 200 μm).

### EPHX2 Inhibits Invasion and Promotes Apoptosis of CRC Cells

To verify the effect of EPHX2 on the progression of CRC at the cellular level, a CRC cell line (HCT116) stably transfected with EPHX2 overexpression (GL120) was constructed, and the transfection empty vector (H21064) was used as the negative control group (NC). The results showed that, compared with the NC group, overexpression of EPHX2 could inhibit the invasion of CRC cells and promote apoptosis. Moreover, EPHX2siRNA co-transfection could partially reverse the phenotype of cells (**Figure 6**).

**Figure 6:**
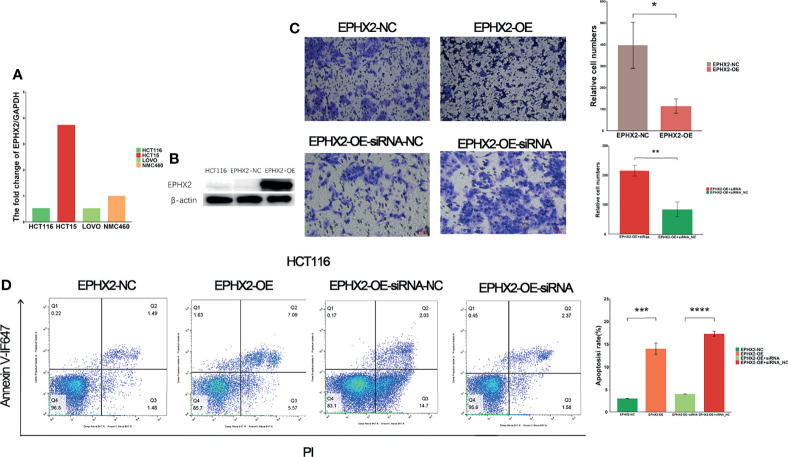
EPHX2 low expression cell line screening, cell transfection, and phenotypic determination. **(A)** HCT116 cells with low background expression of EPHX2 were selected for stable overexpression of EPHX2. **(B)** Detection of WB after stable transfection of EPHX2 overexpression into HCT116. **(C)** Invasion in the EPHX2 overexpression HCT116 cells was inhibited, and this effect can be reversed by EPHX2-siRNA co-transfection. ANOVA was used to compare the mean values of relative cell numbers between the two groups. *p < 0.05, **p < 0.01; original magnification, 10×; scale bars, 50 μm. **(D)** Cell apoptosis was promoted in EPHX2 overexpression group, and co-transfection with siRNA can reverse this effect. Statistical significance was determined with ANOVA. ***p < 0.001, ****p < 0.0001.

### Cell Sequencing Analysis of the Molecular Mechanism of EPHX2 as the Core Gene of the Target Gene Set in Inhibiting the Progression of CRC

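RNA sequencing compared HCT116 cells, a human colorectal carcinoma line, stably transfected with EPHX2 (overEXP) with the negative control (NC). Each group had 3 libraries. EPHX2 rose from an FPKM of 1.67 ± 0.26 (SD, n = 3 libraries) in NC to 167 ± 12.9 (SD, n = 3) in overEXP. This is a log2 fold change of 5.98 on log2(FPKM + 1), with a standard error of 0.09 and an adjusted p of 1.63e-07 from limma, and the group means differed by 100.1-fold. Every overEXP library had a higher EPHX2 value than every NC library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The reference genes GAPDH and ACTB had log2 fold changes of 0.07 (adjusted p = 0.655 from limma) and -0.33 (adjusted p = 0.0598), and neither passed the test. The GAPDH log2 fold change was -0.07 after values were rescaled to TPM, so that every library has the same sum, and -0.03 after quantile normalization, and the ACTB log2 fold change passed the test after rescaling to TPM (-0.47, adjusted p = 0.0315).
According to the paper's methods, reads from an Illumina NovaSeq instrument were filtered with FastQC, mapped to GRCh38 with HISAT2 and assembled with StringTie, and the assemblies were merged with gffcompare before StringTie estimated FPKM. FPKM (fragments per kilobase of exon, relative to the number of mapped reads) corrects for transcript length and sequencing depth, but not for a change in the share of reads that a few abundant genes take. Mitochondrially encoded RNA took 29.6%, 32.9% and 34.6% of summed FPKM in NC replicates 1 to 3 and 38.4%, 39.9% and 34.9% in overEXP replicates 1 to 3. The summed FPKM was 282322, 277915 and 277441 in the NC libraries and 321825, 315620 and 288471 in the overEXP libraries. The number of reads per library cannot be derived from FPKM, so the depth is unknown and no counting error is given. Of 38041 genes in the table, 12281 had an FPKM of at least 1 in at least 3 libraries and were tested with limma on log2(FPKM + 1), with a trend of the variance on expression and Benjamini-Hochberg adjustment.
One library stood apart from the others. In overEXP replicate 2, 129 transcripts had an FPKM of 1 or more while they were under 0.1 in every other library. The same count was 2, 0 and 1 in NC replicates 1 to 3 and 7 and 1 in overEXP replicates 1 and 3. Examples, chosen after their values were seen, were the epithelial adhesion genes CEACAM5 and CEACAM6 and the intestinal lectin LGALS4, with FPKM of 123, 57.4 and 42.1 in overEXP replicate 2. The paper and the sample titles describe the NC cells as transfected with an empty vector, whereas another field of the labels calls them untreated. The paper gives 3 cell lines per group, from cells infected with a lentivirus and selected with puromycin. Its text does not say whether the 3 were derived independently, so limma's p-values measure the spread between these libraries, which may be technical.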

We further analyzed the molecular mechanism of EPHX2’s inhibition of the progression of CRC at the cellular level and performed RNA-seq analysis on HCT116 cells stably transfected with EPHX2, with the NC group as control and three cell lines in each group. GSEA enrichment analysis was performed for both groups. 

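Compared with the NC group, gene lists of cholesterol synthesis, the hypoxia response, the ATF4 stress response, ribosomal proteins and oxidative phosphorylation were higher in overEXP cells by camera, and p53 and NF-kappa B targets were lower, with a minority of each list's genes past the test over all genes. None of the 37 lists tested passed with an estimated correlation between genes (smallest adjusted p = 0.437). Fry tests a list without comparing it with other genes. By fry the ATF4, ribosomal protein and oxidative phosphorylation lists did not pass (adjusted p = 0.185, 0.0817 and 0.155). Of 12281 genes tested, 154 were higher and 366 were lower at an adjusted p under 0.05 from limma. Of these, 17 rose and 10 fell by a log2 fold change of 1 or more. After EPHX2, the largest increases were in DIS3, a catalytic subunit of the RNA exosome (26.2 ± 2.82 in overEXP and 7.42 ± 0.28 in NC, mean FPKM ± SD, n = 3 libraries per group), and DDIT4, a stress-induced inhibitor of mTORC1 (88.9 ± 24.0 and 26.7 ± 1.68). The other large increases were in PFDN4, CHAC1, SLPI, INSIG1, ALDOC, NAA38, S100A2, S100A13 and NDUFB3, with log2 fold changes from 1.11 to 1.62. The largest decreases were in the carboxypeptidase CPA4 (10.9 ± 0.93 and 30.1 ± 1.31, log2 fold change -1.39) and the mitochondrial transfer RNA MT-TF (log2 fold change -1.35). KRTAP2-3, SEMA7A, MT-TG, KRTAP2-1, SNORD101, MT-TH, KRTAP2-2, KRTAP3-1, SNORA71B and NOCT followed, with log2 fold changes from -1.23 to -0.90. The KRTAP2 genes are paralogs that may share reads, and the MT-T and SNOR genes encode RNAs shorter than most messenger RNAs.

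**Figure D1:**
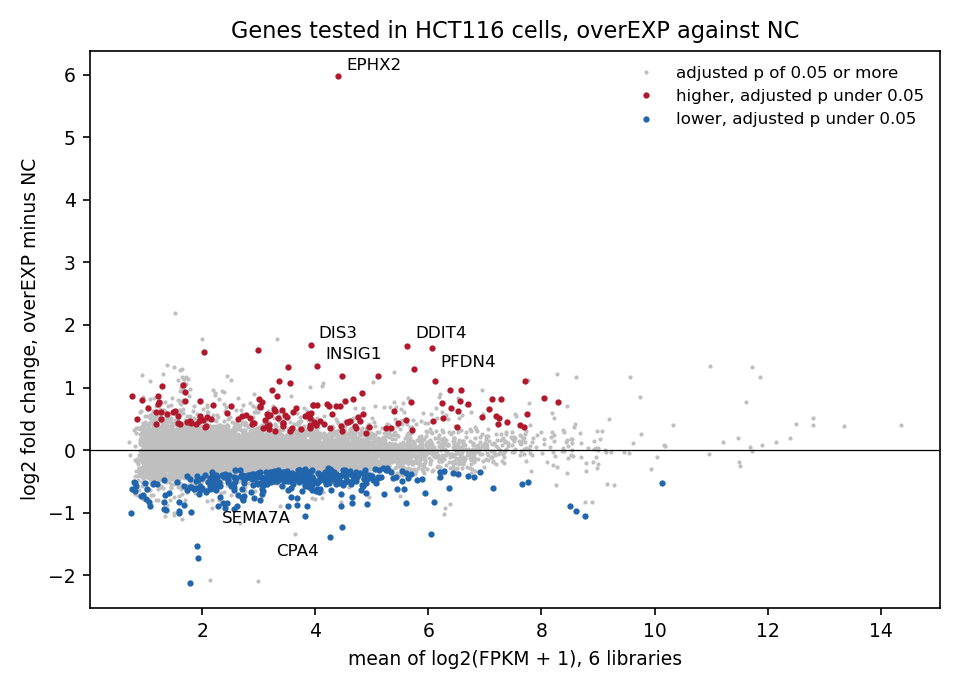
Log2 fold change of each of the 12281 genes tested (overEXP minus NC, vertical axis) against its mean log2(FPKM + 1) over the 6 libraries (horizontal axis). Each point is a gene, red for the 154 higher and blue for the 366 lower at an adjusted p under 0.05, and EPHX2 sits apart from all others at 5.98.

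Gene lists fixed beforehand were tested with camera, which compares a list with all other genes at a preset correlation of 0.01 between genes. Of 25 genes of cholesterol synthesis and its control, 6 were higher and none lower (15 higher when adjusted over the list alone). INSIG1, which restrains the activation of SREBP, rose by a log2 fold change of 1.35 (standard error 0.09, adjusted p = 0.00201 from limma) and the isomerase IDI1 by 0.57, although the IDI1 log2 fold change did not pass without NC replicate 2 or 3 (adjusted p = 0.0814 and 0.0709). The list's median log2 fold change was 0.26 (camera, adjusted p = 1.01e-14; adjusted p = 0.437 with an estimated correlation). Of 27 hypoxia targets, 10 were higher and 1, ADM, was lower (15 higher and 3 lower when adjusted over the list alone). ALDOC rose by 1.33 (standard error 0.11, adjusted p = 0.00472 from limma), the mitophagy receptor BNIP3L by 0.86 and the collagen hydroxylase P4HA1 by 0.70, although the P4HA1 log2 fold change did not pass without NC replicate 2 (adjusted p = 0.0521). The list passed by camera (adjusted p = 2.46e-11; adjusted p = 0.437 with an estimated correlation). Of 20 genes of glycolysis, 3 were higher, namely ALDOC, ENO2 and LDHA, and none was lower (4 higher when adjusted over the list alone; camera, adjusted p = 8.60e-05; adjusted p = 0.437 with an estimated correlation). Glycolysis did not pass after quantile normalization (adjusted p = 0.067). Of 21 targets of ATF4 and the integrated stress response, 6 were higher and none lower (9 higher when adjusted over the list alone). DDIT4, CHAC1, ASNS and PHGDH had the smallest adjusted p, with log2 fold changes from 0.62 to 1.66 (camera, adjusted p = 6.58e-08; adjusted p = 0.598 with an estimated correlation). Of 71 cytosolic ribosomal proteins, 9 were higher and none lower (18 higher when adjusted over the list alone), among them RPL34, RPL39, RPS27 and RPL31 with log2 fold changes from 0.67 to 0.95 (camera, adjusted p = 7.83e-20; adjusted p = 0.525 with an estimated correlation). Of 49 nuclear genes of oxidative phosphorylation, 6 were higher and none lower (6 higher when adjusted over the list alone), led by NDUFB3 of complex I and COX6C and COX7B of cytochrome c oxidase (camera, adjusted p = 2.08e-06; adjusted p = 0.582 with an estimated correlation).
Among the lower lists, 5 of 27 p53 targets were lower and none higher (14 lower and 1 higher when adjusted over the list alone). The cell cycle inhibitor CDKN1A fell from 173 ± 8.14 in NC to 114 ± 5.66 in overEXP (mean FPKM ± SD, n = 3 libraries per group), a log2 fold change of -0.61 (standard error 0.07, adjusted p = 0.0097 from limma). The CDKN1A log2 fold change did not pass without NC replicate 2 or 3 (adjusted p = 0.0647 and 0.056). TP53I3, FDXR, AEN and PLK3 were also lower. The list's median was -0.29 (camera, adjusted p = 8.60e-05; adjusted p = 0.582 with an estimated correlation). Of 12 NF-kappa B targets and chemokines, 5 were lower and none higher (8 lower when adjusted over the list alone), namely RELB, NFKB2, NFKBIA, TNFAIP3 and BIRC3 (camera, adjusted p = 3.66e-04; adjusted p = 0.525 with an estimated correlation). This list did not pass without the filter on expression (adjusted p = 0.0822). In all, 15 of 37 lists were higher and 4 lower by camera, and none passed with an estimated correlation. With fewer libraries, the counts of higher and lower genes were 51 and 68 without NC replicate 1, 25 and 30 without NC replicate 2, 23 and 20 without NC replicate 3, 201 and 231 without overEXP replicate 1, 53 and 75 without overEXP replicate 2, and 87 and 386 without overEXP replicate 3. The balance of higher and lower genes also moved with the scaling, to 95 and 866 after rescaling to TPM, where the median of all genes lay at -0.17, to 346 and 367 after median-of-ratios scaling and to 330 and 395 after quantile normalization.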

The results were screened using FDR <0.05, and 30 candidate KEGG pathways were obtained. 

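In overEXP cells, 29 KEGG pathways were enriched at an FDR under 0.05, and none was enriched in NC cells. The highest normalized enrichment scores (NES) belonged to Ribosome (2.45), Cardiac muscle contraction (2.33), Staphylococcus aureus infection (2.16), PPAR signaling (2.15) and Parkinson disease (2.06). Glycolysis, fatty acid degradation, oxidative phosphorylation, graft-versus-host disease and cholesterol metabolism followed, with NES of 1.99, 1.97, 1.97, 1.96 and 1.91. Cardiac muscle contraction and Parkinson disease hold many genes of the respiratory chain. Further metabolic pathways among the 29 included those of propanoate, pyruvate, glyoxylate and nitrogen metabolism and of alanine, aspartate and glutamate. Immune and transplantation pathways, grouped after the result was seen, numbered 7, including graft-versus-host disease (NES 1.96), asthma (1.79) and allograft rejection (1.76).
The 305 pathways of 15 to 500 members annotated in the authors' table were tested by gene set enrichment analysis (GSEA) on FPKM, with 25955 genes ranked by signal-to-noise ratio and 1000 permutations of gene sets. Permuting gene sets leaves the ranking of the genes fixed, so the FDR does not measure the spread between libraries. At an unadjusted p under 0.05, 34 pathways were lower. The 6 libraries can be split into 3 against 3 in 10 ways, a check added after the data were seen. In 3 of these splits, the real one included, at least 29 pathways passed the FDR, higher or lower. With camera at the preset correlation of 0.01, 13 of 302 pathways were higher and 3 lower, and 10 of the 13 were also higher in GSEA. The counts with an estimated correlation are not reported here. Without overEXP replicate 2, the library in which 129 transcripts were read almost alone, 6 pathways were higher and 11 were lower. These 6, namely Ribosome, oxidative phosphorylation, PPAR signaling, cholesterol metabolism, cardiac muscle contraction and Parkinson disease, were all among the 29, and none of the 7 immune and transplantation pathways was among them. The count of higher pathways was 18 without NC replicate 3, 16 with 8 lower when genes were ranked by the log2 ratio of means, and 10 with 26 lower when they were ranked by limma's moderated t.

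**Figure D2:**
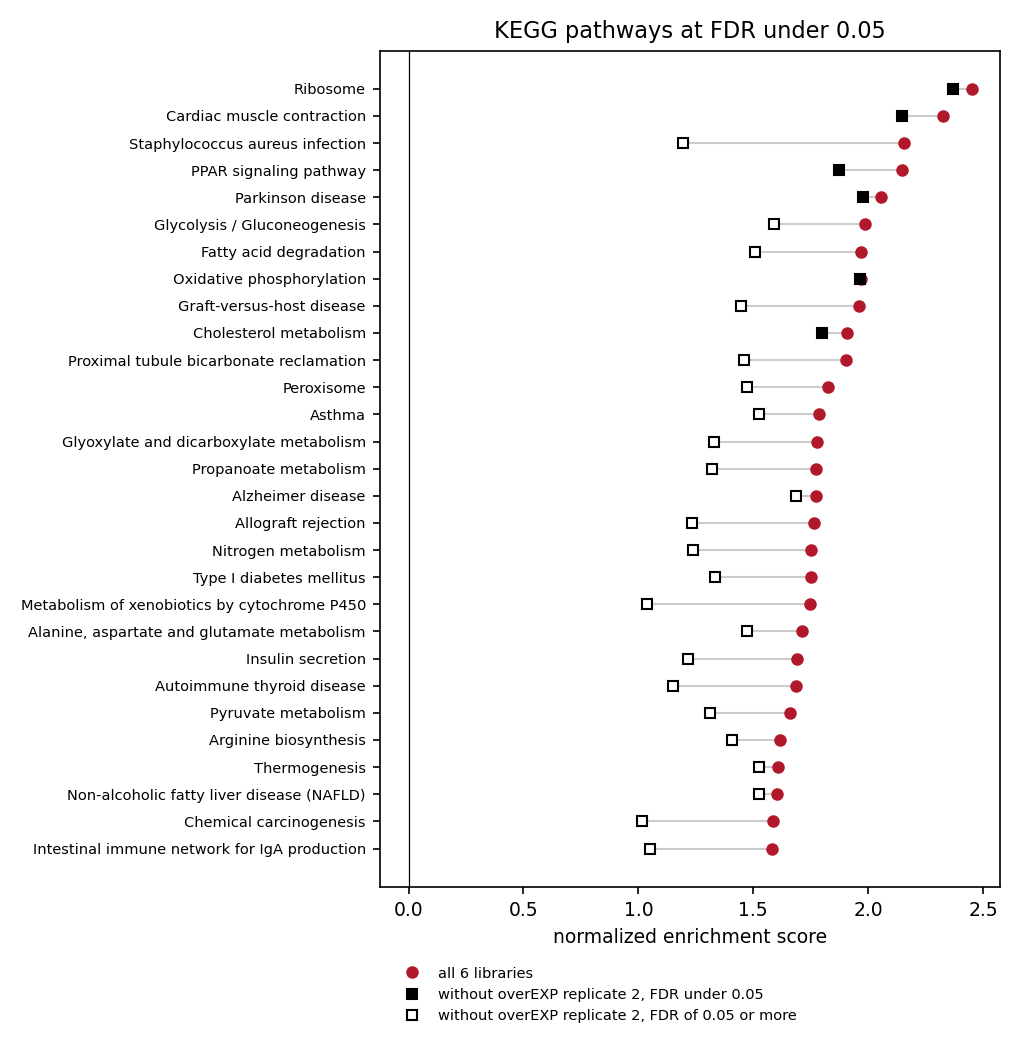
Normalized enrichment score (horizontal axis) of the 29 KEGG pathways with an FDR under 0.05, with all 6 libraries (red circles) and without overEXP replicate 2 (squares, filled where the FDR stayed under 0.05). The 6 filled squares mark the pathways that stayed under 0.05, and Staphylococcus aureus infection moves from 2.16 to 1.19.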

The optimal enrichment signal pathway of the previously obtained target gene set in the clinical samples of CRC was used for intersection analysis (**Figure 7A**). 

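Valine, leucine and isoleucine degradation, the breakdown of branched-chain amino acids, was the pathway of the tumor analysis (Fig. 4) outside the overlap with the cells. In overEXP cells none of its 39 members tested was higher or lower than in NC cells (none when adjusted over the list alone). The members with the smallest adjusted p from limma were HMGCS1 (log2 fold change 0.26, adjusted p = 0.104), ALDH1B1 (-0.21, adjusted p = 0.116), ACAT2 (0.27, adjusted p = 0.138) and ALDH3A2 (0.26, adjusted p = 0.138). The median of the list was 0.04, and 25 of the 39 members had a positive log2 fold change. Over all 305 pathways, with 47 members from the authors' table, its NES was 1.498 and its FDR 0.0679. With a list of 45 ranked members fixed beforehand and adjustment over only the 3 pathways of the tumor analysis, its NES was 1.58 (gene set permutation test, adjusted p = 0.014). Camera gave an adjusted p of 0.00829 for this list (adjusted p = 0.617 with an estimated correlation) and 0.0325 without overEXP replicate 2. The NES over the 3 pathways was 1.13 without overEXP replicate 2 (adjusted p = 0.248) and 1.495 with genes ranked by the log2 ratio of means (adjusted p = 0.0559), and it passed under the other alternatives, with NES from 1.44 to 1.95.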

Finally, peroxisome and fatty acid degradation signal pathways, which may be the most likely KEGG pathways for EPHX2 to act as the core gene in the target gene sets in the inhibition of the progression of CRC, were labelled (**Figure 7B**).

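In GSEA, fatty acid degradation and peroxisome scored as enriched among the genes higher in overEXP cells, with few members changed on their own. Neither score passed without overEXP replicate 2 (adjusted p = 0.0642 and 0.0748), and peroxisome did not pass without EPHX2 among its members (adjusted p = 0.0585). By camera, peroxisome did not pass (adjusted p = 0.0895), and fatty acid degradation passed at the preset correlation of 0.01 but not with an estimated correlation (adjusted p = 0.598). Of 31 genes of fatty acid degradation tested, 1 was higher and none lower, and of 67 peroxisome genes 3 were higher and 1 was lower. The higher genes were ACSL3, a long-chain acyl-CoA synthetase on both lists, the antioxidant enzyme PRDX5 and EPHX2, which is itself a member of the peroxisome pathway. PEX6, which recycles the peroxisomal import receptor, was lower.
ACSL3 rose from 13.5 ± 0.48 in NC to 18.9 ± 1.20 in overEXP (mean FPKM ± SD, n = 3 libraries per group), a log2 fold change of 0.46 (standard error 0.07, adjusted p = 0.0215 from limma). The ACSL3 log2 fold change was 0.32 after rescaling to TPM (adjusted p = 0.087), and it did not pass without NC replicate 1, 2 or 3 or overEXP replicate 2 (adjusted p from 0.0635 to 0.11). PRDX5 rose from 197 ± 26.3 to 353 ± 46.8, a log2 fold change of 0.84 (standard error 0.13, adjusted p = 0.0228), and the PRDX5 log2 fold change did not pass without the same libraries (adjusted p from 0.0519 to 0.0814). PEX6 fell from 9.37 ± 0.76 to 7.09 ± 0.07, a log2 fold change of -0.36 (standard error 0.08, adjusted p = 0.0475), and the PEX6 log2 fold change was -0.29 after median-of-ratios scaling (adjusted p = 0.0555) and did not pass without any one library (adjusted p from 0.0668 to 0.177). When adjusted over the list alone, 2 genes of fatty acid degradation were higher (ACSL3 and ACSL5) and 1 was lower (ACADVL, the very long chain acyl-CoA dehydrogenase), and 4 peroxisome genes were higher and 1 lower. CPT1A, which commits fatty acids to mitochondrial oxidation, did not pass the test (log2 fold change -0.14, adjusted p = 0.349). The log2 fold changes of HADHA, ACADM, CAT and PEX5 were 0.07, 0.21, -0.06 and -0.15, with adjusted p from 0.199 to 0.69.

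**Figure D3:**
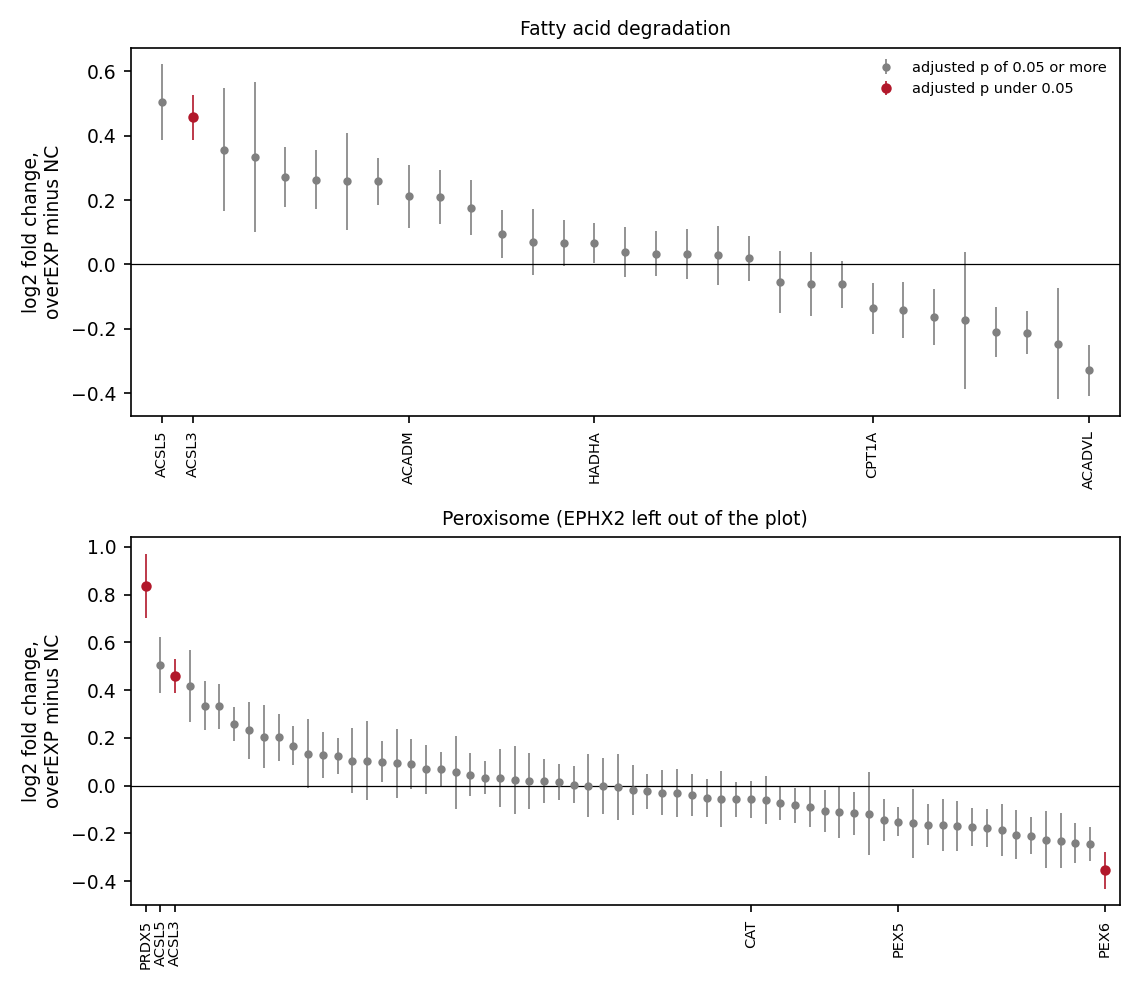
Log2 fold change (overEXP minus NC, vertical axis) of each tested member of fatty acid degradation (31 genes) and peroxisome (66 genes, EPHX2 left out) with its standard error as bars. Members named in the text are labelled. Red points passed the test at an adjusted p under 0.05: ACSL3 in both panels, and PRDX5 and PEX6 among the peroxisome genes.

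In GSEA over the 3 pathways of the tumor analysis, fatty acid degradation had an NES of 1.97 (gene set permutation test, adjusted p = 0.00076) with 43 members ranked, and peroxisome had an NES of 1.69 (adjusted p = 0.00166) with 80. Over all 305 pathways of the authors' table, the FDR was 0.00313 for fatty acid degradation and 0.0103 for peroxisome, whose NES with the 78 members annotated there was 1.83. The members that drove the score numbered 17 for fatty acid degradation, of which 6 were highest in overEXP replicate 2 and 6 were under an FPKM of 1 in every library. For peroxisome they numbered 16, of which 8 were highest in overEXP replicate 2 and 5 were under an FPKM of 1 in every library. If no overEXP library stood apart, about 1 in 3 members raised in overEXP would be highest in replicate 2. The 6 of 17 were near that share and the 8 of 16 above it, and neither was tested. By camera, fatty acid degradation was higher (median log2 fold change 0.04, adjusted p = 0.0153; adjusted p = 0.598 with an estimated correlation), and its adjusted p was 0.0648 without NC replicate 1. Peroxisome had a median of -0.01, with 32 of 67 genes positive, and its adjusted p by camera was 0.216 without EPHX2. It passed by camera without overEXP replicate 3 (adjusted p = 0.0425). Without overEXP replicate 2, the NES was 1.51 for fatty acid degradation and 1.32 for peroxisome, and without EPHX2 among the members the peroxisome NES was 1.32. Without overEXP replicate 3 the peroxisome NES was nearly as low (1.35, gene set permutation test, adjusted p = 0.0408). By camera, fatty acid degradation still passed without overEXP replicate 2 (adjusted p = 0.0234). Fatty acid degradation had a score of 1.35 with genes ranked by the log2 ratio of means (adjusted p = 0.111), and peroxisome had 1.07 with unweighted ranks (adjusted p = 0.35). From the overlap of the pathways enriched in the cells with those of the tumor samples, the paper proposes that peroxisome and fatty acid degradation may be the most likely pathways through which EPHX2 acts as the core gene of the target set against the progression of CRC.

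**Figure D4:**
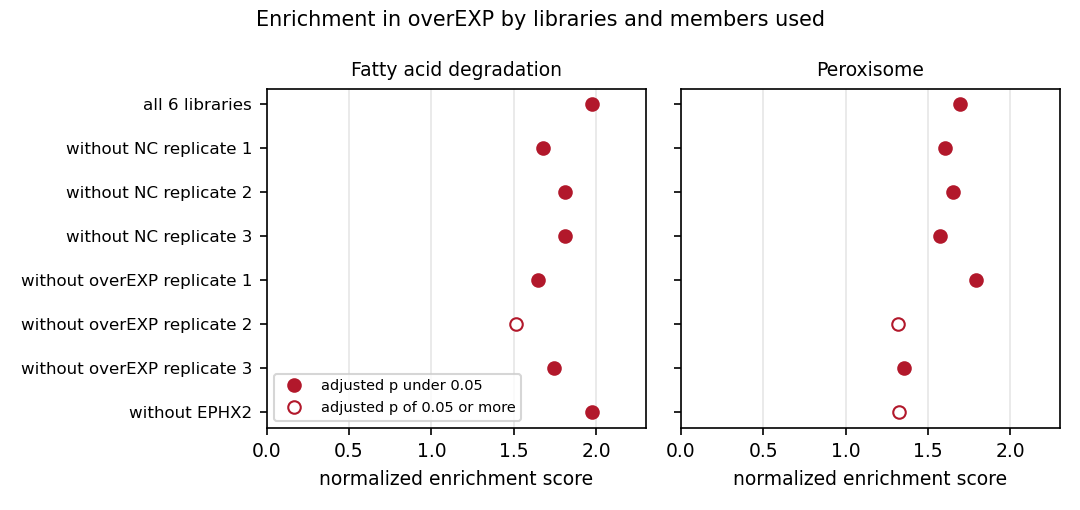
Normalized enrichment score (horizontal axis) of fatty acid degradation and peroxisome with all 6 libraries, without each library in turn and without EPHX2 among the members. Filled circles mark an adjusted p under 0.05, which both pathways lose without overEXP replicate 2 and peroxisome also loses without EPHX2.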

**Figure 7:**
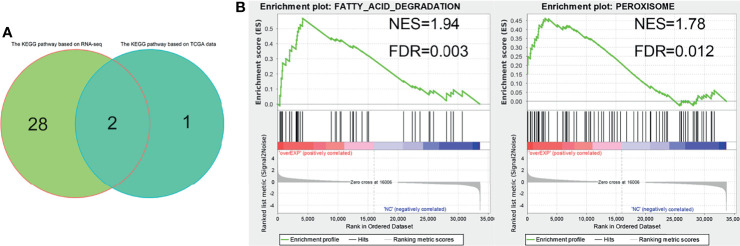
RNA-seq analysis of HCT116 cells stably transfected with EPHX2 overexpression. **(A)** Venn diagram ofoptimal enrichment KEGG pathway. **(B)** Finally, fatty acid degradation and peroxisome were labeled as EPHX2 as the core genes of the target gene set to inhibit the KEGG signaling pathway in the progression of CRC. The figure shows the results of cell RNA sequencing GSEA enrichment analysis after visualization using the ggplot2 R package.

### Evaluation of Immune Cell Content and Hypoxia Signaling Pathway Based on Cluster1 and Cluster2 Grouping

Hypoxia is an internal environment in almost all solid tumors. Hypoxia interacts with fatty acid metabolism and can regulate tumor immunity (17, 18). Therefore, the differences in the immune cell content and hypoxia signal pathway between the cluster1 and cluster2 groups were evaluated. The CIBERSORT R package was used to analyze TCGA-COAD RNA-seq data and perform differential analysis for the cluster1 and cluster2 groups. The KEGG pathway database was used to obtain genes related to the hypoxia signaling pathway and create GMT files (**Supplementary Material 1**). The difference in hypoxia signal between the cluter1 and cluster2 groups was evaluated using the GSVA method. The expression of CD8T lymphocytes was upregulated in the cluster1 group, whereas the downregulation of M0 macrophage expression (**Figure 8A**) suggested that the target gene set may play a role in promoting the immunity of CRC. However, whether EPHX2 is directly involved in this biological effect remains to be further evaluated. No significant difference in hypoxia signal between cluster1 and cluster2 groups (**Figure 8B**) existed, which suggests that EPHX2 as a core gene inhibits colon cancer through peroxisome involvement in fatty acid degradation. Because it is not disturbed by the anoxic microenvironment of colon cancer, it cannot evaluate whether the hypoxic microenvironment of CRC is related to the expression of EPHX2.

**Figure 8:**
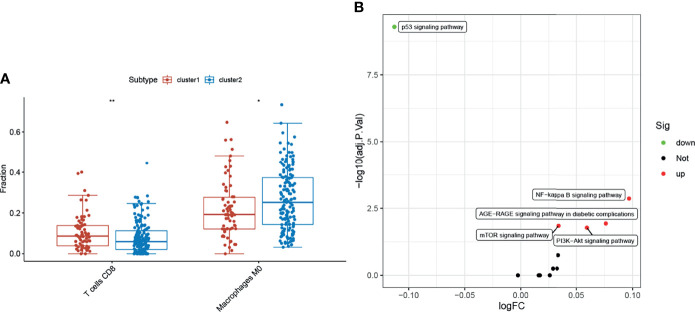
Evaluation of immune cell and hypoxia signaling pathways. **(A)** Compared with the cluster2 group, the cluster1 group had upregulated CD8 T lymphocytes, whereas M0 macrophages were downregulated (*p < 0.05, **p < 0.01). **(B)** Changes in cluster1 and cluster2 hypoxia signaling pathways were not significant (FDR <0.05 was considered statistically significant, but the maximum absolute value of logFC was <0.2).

### Overexpression of EPHX2 Increases the Content of ROS and Decreases the Formation of Lipid Droplets in HCT116 Cells

Enhancing fatty acid degradation to generate ATP helps cancer cells to resist glucose deprivation or hypoxia, but the production of large amounts of ROS can lead to chronic oxidative stress. Under long-term oxidative stress, cancer cells are more likely to initiate the cell death process than normal cells (19). Lipid droplets (LDS) are highly organized spherical organelles and a repository of cellular fatty acids (20). The anoxic environment of solid tumors can promote the formation of lipid droplets by inducing PLIN2, which helps cells to use them for antioxidant defense after reoxygenation (21). Compared with normal colon tissue, CRC cells have several lipid droplets (22, 23). In previous studies, minimal difference was present in hypoxia signal in CRC samples grouped according to the target gene set. Therefore, the mechanism of EPHX2’s inhibition of the progression of CRC was preliminarily verified by detecting ROS content and oil red staining in both groups.

In HCT116 cells, the content of lipid droplets in the OE group was lower than that in the NC group (*p <*0.01) (**Figures 9A–C**). Additionally, higher levels of ROS were present in cells (*p <*0.01) (**Figure 9D**). This observation preliminarily confirmed that EPHX2 could promote the degradation of fatty acids and increase the release of ROS in HCT116 cells.

**Figure 9:**
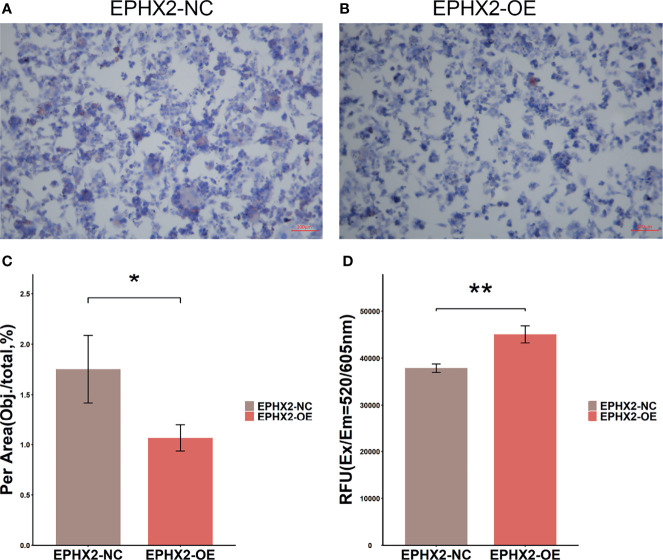
Lipid drop Oil Red O staining and detection of ROS in HCT116 cells. **(A)** Lipid drop Oil Red O staining in EPHX2-NC group. **(B)** Lipid drop Oil Red O staining in EPHX2-OE group. **(C)** The area (Obj./total: the red stain occupying the total area of visual field) was calculated using ImageJ pro plus6, which randomly selected high, medium, and low ORO staining images from each of the three repeated experiments. Statistical significance was determined with ANOVA. Compared with the EPHX2-NC group, the EPHX2-OE group had decreased ROS level. *p < 0.05; original magnification, 100×; scale bars, 100μm. **(D)** ROS in the two groups was detected using the enzyme labeling instrument. ANOVA was used to compare the mean values after absorbance conversion. Compared with the EPHX2-NC group, the EPHX2-OE group had increased ROS level, **p < 0.01.

## Discussion

Tumor cells show selective upregulation of transcription factors, which mediate complex internal signaling pathways and oncogenic pathways, and dysregulation of tumor suppressor genes according to environmental and genetic factors. These tumor cell activities lead to metabolic reprogramming, which is the key to maintaining the bioenergy production and reduction-oxidation homeostasis of the tumor (24, 25). Fatty acids play an important role in cellular metabolism by participating in the synthesis of biofilms and regulation of mobility. Additionally, they serve as second messengers in signaling pathways that maintain homeostasis and as a form of energy storage in animals (11, 26). The change in fatty acid metabolism is one of the most prominent metabolic changes in cancer. Increasing the synthesis or uptake of lipids contributes to the rapid growth of cancer cells and tumor formation (17). These studies have provided new insights for tumor fatty acid metabolism, but the complexity of fatty acid metabolism has not been fully explained. First, the clinical correlation between EPHX2 and CRC confirmed EPHX2’s role in inhibiting the invasion of CRC cells and promoting apoptosis. We found the clinical correlation between EPHX2 and CRC for the first time, confirmed its role in inhibiting the invasion and promoting apoptosis of CRC cells, and predicted that it may promote fatty acid degradation and inhibit the progression of CRC through peroxisomes. This may be an important supplement to the study of the relationship between the progression of CRC and metabolism.

EPHX2 encodes SEH, which is a key gatekeeper enzyme that affects the lipid signal function of a series of metabolites by decomposing epoxy fatty acids into corresponding diols (27, 28). SEH activity decreases the function of lipid signal transduction (29). The downregulation of EPHX2 expression is associated with poor prognosis and clinical characteristics of liver cancer and prostate cancer (30, 31). According to Panigrahy (32), EPHX2 inhibitors can promote the progression of melanoma and fibrosarcoma in mouse models by increasing the level of an endogenous lipid mediator, epoxy eicosatrienoic acid (EETs) (32), suggesting that a relationship exists between EPHX2-lipid metabolism and tumor progression. The N-terminal domain of SEH shows the activity of phospholipid hydrolysis. Phospholipids are an important component of the cell membrane, and the peroxidation of polyunsaturated fatty acids in phospholipids can lead to iron-dependent non-apoptotic cell death (iron ptosis) (33–35). Wang (36)’s determination of tissue liposomes in 20 patients with CRC showed that the liposomes in CRC were similar to those in normal colonic mucosa. The changes in lipid abundance were limited to several liposomes, such as lysophosphatidic acid and ether, that were involved in lipid signaling and ROS clearance (37). They were mainly degraded in peroxisomes, which are important organs of cellular oxidative stress. The liposome-mediated lipid catabolism affects the production of ROS, because the electron transport chain of mitochondria is the main location of their production. Cancer cells generally have higher levels of ROS to promote proliferation or invasion, but higher than the threshold level of ROS can strongly promote cancer cell apoptosis or iron death, thus inhibiting tumor progression (38–40). This dual effect of ROS on cancer cells must be considered when predicting the mechanism and characteristics of cancer cells’ response to lipid metabolism changes. The fatty acids obtained by endogenous synthesis or exogenous uptake of cancer cells are stored in lipid droplets in the form of triglycerides and cholesterol (23). Compared with normal colon tissues, CRC tissues have several lipid droplets, which protect cancer cells from the toxicity of excess ROS and free lipids. These lipid droplets are conducive for cell survival, invasion, and drug resistance (41, 42). The expression of lipid droplets is related to the high tumorigenicity of CRC stem cells (43). The results of oil red staining and total ROS content detection showed that in HCT116 cells overexpressing EPHX2, lipid droplets decreased, and total ROS content increased.

The above results preliminarily confirmed the mechanism of EPHX2’s inhibition of the progression of CRC by promoting fatty acid metabolism, but there are still many scientific problems in this metabolic process that need to be confirmed by further experiments, such as the scientific questions relating to the specific role of peroxisomes?function of mitochondria and ROS threshold for promoting apoptosis of CRC cells? Notably, fatty acid degradation produces large amounts of ATP, which is an important energy source for activating important tumor immune cells, such as CD8 T lymphocytes. Furthermore, fatty acid degradation is thought to enhance its immune memory effect (44–46). We detected the changes in immune cells in cluster1 group and cluster2 group using the CIBERSORT method (https://cibersort.stanford.edu). The results showed that the proportion of CD8T lymphocytes increased significantly in the cluster1 group (*p <*0 01), but the percentage of M0 macrophages decreased (*p <*0.05). However, few studies on the differentiation and mechanism of M0 macrophages in tumors were available, but patients with bladder cancer and hepatocellular carcinoma with low expression of M0 macrophages have relatively better clinical prognosis in gliomas. M0 macrophages have the malignant characteristics of tumor cells, which is related to the poor clinical prognosis of patients (47–49).

## Conclusion

The clinical correlation between EPHX2 and CRC was explored, the inhibitory effect of EPHX2 on the progression of CRC was confirmed, and a real lipid metabolism model of colon cancer with the participation of EPHX2 was preliminarily established. The model is an important supplement to the study of lipid metabolism in the progression of CRC.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197535.

## Author Contributions

YRZ completed the bioinformatic analysis, statistical analysis of data, and draft manuscript. XL and HZ completed the cell transfection and cell phenotype identification experiments. AG and RW finished the oil red staining experiment and cellular ROS testing. YKZ was responsible for data collection. RL designed the study and modified the manuscript to form the final draft. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by special Fund for Basic Research of Yunnan Science and Technology Department (202101AU070122).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

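RNA of HCT116 cells, a human colorectal carcinoma line, was sequenced on an Illumina NovaSeq instrument, from cells stably transfected with EPHX2 (overEXP) and from the negative control (NC), with 3 libraries in each of the 2 groups. Samples were assigned to groups from the sample titles and the paper, and the columns of the table from their names. The paper and the sample titles describe the NC cells as carrying an empty vector, while another field of the labels calls them untreated, and they were used as NC.

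The authors removed low-quality reads with FastQC, mapped the reads with HISAT2 (2.0.4 in the submitters' processing notes) to GRCh38, assembled each sample with StringTie, merged the assemblies with gffcompare and deposited gene-level FPKM from StringTie for each library. The FPKM values are the authors', with 38041 genes in the table, and 37906 of their IDs were found in GENCODE v44. The ratio of the group means (fold change) in the authors' deposited table equals the ratio of mean FPKM wherever both means are above 0 (29398 genes), and its log2 values are the authors' binary logarithm of that ratio. The p-values and q-values in the table are the authors', from a test per gene that the paper's text does not name, and the q-values equal a Benjamini-Hochberg adjustment over all genes of the table. They were not used for the tests here. Read counts were not used here, so the depth per library is unknown and count-based tools could not be applied. The precision of each value is therefore known only from the spread between the 3 libraries of a group.

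Genes with an FPKM of at least 1 in at least 3 libraries were kept (12281 genes). Log2(FPKM + 1) was compared between overEXP and NC with limma 3.58.1 in R 4.3.3, with a trend of the variance on expression, two-sided p-values and Benjamini-Hochberg adjustment at a threshold of 0.05. No replicate block was used, since nothing in the paper pairs the libraries. In simulated data with 200 changed genes among 12281, this test recovered 47.5% of genes changed 1.5-fold, 78.75% of those changed 2-fold and 100.0% of those changed 4-fold, and 5.37% of its calls were false.

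The genes named in the text follow a rule set before the data were examined, as were the gene lists, the tests of genes, lists and pathways and the alternatives, apart from 2 corrections named further on. The tests of transcripts read in overEXP replicate 2 and the counts over other splits of the libraries were chosen after the data were seen. The rule takes every gene the paper names for the cells or the target set (EPHX2, BIN3, DCTN6, DMTN, KBTBD11, TXNL1, PPP2CB, VPS37A, PLIN2, GAPDH and ACTB). It also takes the 12 largest increases and the 12 largest decreases among genes with a symbol, an adjusted p under 0.05, a mean FPKM of at least 2 in one group and no overlap between the groups. Of the genes tested, 30.9% had groups that did not overlap, where chance gives 10%. Members of fatty acid degradation and peroxisome past the threshold were named, with CPT1A, CAT, HADHA, ACADM and PEX5, and up to 4 members with the smallest adjusted p of every other list described. Other genes are said to be chosen after their values were seen, and this holds as well for ADM, PLK3, ACSL5 and genes named because a count of their list was 5 or fewer. One name of the paper's target set, ANAT1, matched no gene symbol and was not analysed here. Some genes that these rules would name are not reported here.

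Gene lists (44) were written from textbook and KEGG knowledge. They cover fatty acid degradation, peroxisome, branched-chain amino acid degradation, the paper's target set, mitochondrial and peroxisomal beta-oxidation, peroxins, lipid droplets, lipolysis, fatty acid and cholesterol synthesis, PPAR alpha targets, epoxy fatty acids, NRF2 targets, antioxidant enzymes, NADPH oxidases, ferroptosis, apoptosis, p53 targets, ATF4 targets, chaperones, heat shock, hypoxia, glycolysis, the tricarboxylic acid cycle, oxidative phosphorylation, ribosomal proteins, histones, the cell cycle, epithelial and mesenchymal genes, matrix proteases, interferon, NF-kappa B and Wnt targets, and markers of other cell types. The 37 lists with at least 5 members tested were compared with all other genes by camera with a preset correlation of 0.01, adjusted over these lists. Camera with a correlation estimated from the data and fry were the alternatives. Fry tests whether a list changes at all and does not compare it with other genes. In simulated data camera called 20 of 20 lists shifted by 0.2 and 0 of 600 unshifted lists. The noise of each simulated gene was drawn independently. This check therefore cannot tell how many false calls camera makes where genes vary together.

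For GSEA, genes with a symbol and an FPKM above 0 in at least 1 library (25955 genes) were ranked by signal-to-noise ratio of FPKM, with a floor on the SD of 0.2 times the mean and a weight of 1. The paper used GSEA software on FPKM with a threshold of FDR under 0.05, and its text does not name the type of permutation. Gene sets were permuted here, 10000 times for the 3 pathways the paper carries forward from the tumor samples (Benjamini-Hochberg over the 3) and 1000 times for the 305 KEGG pathways of 15 to 500 members annotated in the table (the FDR of GSEA). Permuting gene sets does not use the spread between libraries and takes no account of genes that vary together. The p-values and FDR of GSEA therefore do not measure these. The enrichment scores were checked against gseapy 1.3.1 on simulated data and differed by at most 4.44e-16. The normalized enrichment scores differed by at most 0.102. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

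The alternatives tried were pseudocounts of 0.1 and 0.5, no filter, a minimum FPKM of 5, rescaling to TPM, median-of-ratios scaling, quantile normalization, a replicate block, limma without the trend, each library left out in turn, other rankings, ranked genes and weights in GSEA, other members of a pathway, and the other list tests. Corrections for transcript length and GC content were added after the data were seen. The tumor, protein, staining, invasion, apoptosis and ROS measurements of the paper were not analysed here.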

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

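The tests of overEXP replicate 2, the corrections for transcript length and GC content and the counts over other splits of the libraries were chosen only after the result was seen, whereas leaving out each library was planned.

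The paper does not report single genes from this comparison, in which limma called 154 genes higher and 366 lower in overEXP, a signal in data the paper did not describe. The 6 libraries make only 10 splits into 3 against 3, too few for a share under 0.05. The real split gave 520 genes and the highest of the other splits gave 1. Each of the other splits put overEXP and NC libraries on the same side, so any difference between the groups widened the spread there. A low count in them therefore says little about the 520. Among the fixed lists, the real split called 19 and the highest of the other splits 13.

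In overEXP replicate 2, 129 transcripts had an FPKM of 1 or more and were under 0.1 in every other library, which sets this library apart. The tables argue against EPHX2-driven differentiation, since only 2 genes of the enterocyte list reached an FPKM of 1 in overEXP replicates 1 and 3 against 21 in replicate 2, and against a library of the other group, since EPHX2 there was 0.957 times its mean in the other overEXP libraries. A candidate explanation that stays open is RNA of other cells, such as those of colon tissue, in this library. Of the members of the enterocyte, leukocyte and fibroblast lists with an FPKM of 0.1 or more in any library, 84.0% were highest there. A member could enter through this library alone and would then be highest there. This share is therefore no test of the explanation. The enterocyte list gave 24 of these 42 members. The medians over members of the FPKM there and of the highest FPKM in any other library were 6.63 and 0.0539 for enterocytes and 0.421 and 0.0761 for fibroblasts, but 0.331 and 0.324 for leukocytes, of which CD68 had 8.12 and 7.11 and LYZ 5.80 and 0.714, so that the leukocyte median hardly sets this library apart although LYZ does. No sort or gate that would remove such RNA is named in the paper's text, and the source was not tested further.

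Ribosomal protein genes (camera, adjusted p = 7.83e-20) and nuclear genes of oxidative phosphorylation (adjusted p = 2.08e-06) were higher in overEXP, and most encode short abundant transcripts. Neither list passed with an estimated correlation (adjusted p = 0.525 and 0.582) or by fry (0.0817 and 0.155), so the calls may rest on genes that vary together between libraries. The tables argue against a trend with transcript length as the whole cause, since after its removal the ribosomal adjusted p was 2.73e-13 and the median log2 fold change 0.16, against 0.20 before. They also argue against a trend with GC content (adjusted p = 1.87e-19 after its removal) and against overEXP replicate 1 alone (7.64e-12 without it). These tests were set for the ribosomal list only. For nuclear oxidative phosphorylation, the adjusted p by camera rose to 4.38e-04 after the transcript length correction. It was at most 0.00559 when each library was left out in turn. A biological effect of EPHX2 remains a hypothesis.

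Other lists also passed the threshold by camera, with adjusted p from 0.437 to 0.674 with an estimated correlation. Higher were cholesterol synthesis (adjusted p = 1.01e-14), hypoxia targets (2.46e-11), ATF4 and integrated stress response targets (6.58e-08), glycolysis (8.60e-05) and fatty acid synthesis (3.66e-04). In fatty acid synthesis 2 of 23 genes were higher, SCD and ACSS2, and none was lower (7 higher and 3 lower when adjusted over the list alone). Mitosis genes were higher as a list (adjusted p = 6.65e-07) with CKS2 alone higher among 32 genes (7 higher and 1 lower when adjusted over the list alone), as were genes of DNA replication (adjusted p = 0.00118) with none of 36 past the threshold (none when adjusted over the list alone). Chaperones of the endoplasmic reticulum had an adjusted p of 2.65e-04, with HERPUD1 higher among 19 genes (1 when adjusted over the list alone). The 13 mitochondrially encoded genes had an adjusted p of 0.0118, with none past the threshold alone (none when adjusted over the list alone), and of 0.14 without NC replicate 1 and 0.111 without overEXP replicate 2. Epithelial markers and mesenchymal genes had an adjusted p of 0.0162 each, with ESRP1 higher among 20 of the former and TAGLN higher and AXL lower among 12 of the latter. Adjusted over the list alone, the former had 5 higher and 3 lower and the latter 4 higher and 1 lower. The result for mesenchymal markers and transcription factors, camera, was 0.0648 without NC replicate 1 and 0.057 without overEXP replicate 1.

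Lower were p53 targets (adjusted p = 8.60e-05), NF-kappa B targets and chemokines (3.66e-04), heat shock proteins (0.00443) and anti-apoptotic genes (0.025). Of 14 heat shock genes, HSPA1A, DNAJB1 and BAG3 were lower and HSPE1 was higher (7 lower and 1 higher when adjusted over the list alone). Of 12 anti-apoptotic genes, BIRC3 was lower (5 when adjusted over the list alone), and the list's adjusted p was 0.0516 without overEXP replicate 1. By fry, 6 lists passed in the same direction as by camera, namely cholesterol synthesis, hypoxia targets, glycolysis, mesenchymal genes, p53 targets and NF-kappa B targets.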

How the results depend on the processing

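The corrections for transcript length and GC content were added after the data were seen, and all other alternatives were planned. EPHX2 kept its direction and passed the test under every alternative, with log2 fold changes from 5.86 to 6.57. Of 72 named genes past the threshold none reversed under any of them, and 32, 45, 49, 8, 30 and 21 no longer passed without NC replicates 1, 2 and 3 and overEXP replicates 1, 2 and 3 in turn. Without any filter on expression, 3 genes were higher (EPHX2, DIS3 and INSIG1) and 2 lower (CPA4 and SEMA7A) among 38041 tested, and the cause of this drop was not tested. Higher and lower genes numbered 95 and 866 after rescaling to TPM, 346 and 367 with median of ratios, 330 and 395 with quantile normalization, 118 and 213 with a replicate block, and 261 and 585 after the transcript length correction, and the cause was not tested. Leaving out each library in turn gave 23 to 201 higher and 20 to 386 lower genes, and of the 128 genes called without overEXP replicate 2, 120 were also called with all libraries. Whether the numbers pair the libraries was not settled. The correlations of the libraries' deviations from their group means were 0.36, -0.02 and 0.37 for the same number. For different numbers they ranged from -0.42 to 0.20. The other changes to pseudocount, filter or trend kept both counts within 1.5 times.

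By camera, 12 to 16 lists were higher and 3 to 4 lower without each library, and 0 and 0 passed with an estimated correlation, and 6 and 3 with fry. Fatty acid degradation had an adjusted p of 0.117 at an FPKM of at least 5 (19 members left), 0.598 with an estimated correlation, 0.229 with fry, and 0.00616 to 0.0648 without each library. Peroxisome ranged from 0.0425 to 0.254 without each library. The mitochondrially encoded genes turned to the lower side after quantile normalization (adjusted p = 0.0853), which draws the most abundant genes of all libraries to the same values. In GSEA, fatty acid degradation had an NES of 1.35 with the log2 ratio of means, 2.11 with weight 0 and 1.51 to 1.81 without each library. Peroxisome had 1.07 with weight 0, 1.32 without EPHX2, its highest-ranked member, 1.86 with filtered genes, 2.26 with limma's moderated t, 2.303 with that ranking from the replicate block, and 1.32 to 1.79 without each library. Valine, leucine and isoleucine degradation had 1.495 with the log2 ratio of means, 1.68 with limma's moderated t, 1.89 with filtered genes, 1.95 with weight 0, and 1.13 to 1.67 without each library. Higher and lower KEGG pathways numbered 16 and 8 with the log2 ratio of means, 10 and 26 with limma's moderated t, 16 and 25 with that ranking from the replicate block, and 13 and 3 with camera. Lower pathways numbered 10 when only genes with an FPKM of at least 1 in 3 libraries were ranked and 9 with weight 0. Without each library, 6 to 31 were higher and 0 to 11 lower. The causes were not tested. DESeq2 and edgeR were not run, as they need read counts, and without these the part of the spread due to depth is unknown.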

Differences from the paper's values

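No value that the paper states for this experiment differed from the value here by more than 1.5 times. At the paper's threshold of FDR under 0.05, GSEA gave 29 pathways here, and the paper gives 30. The counts compared here add higher and lower pathways, and the paper's text gives no direction for its 30. Counts over 1.5 times away from the paper's came without NC replicate 3 (18), without overEXP replicate 2 (17), with weight 0 (47) and with camera (16). The counts with limma's moderated t (36) and with that ranking from the replicate block (41) were nearer 30, but most of these pathways were lower (26 and 25). The normalized enrichment scores were 1.97 for fatty acid degradation, about 1.9 in Fig. 7B, read by eye, and 1.69 for peroxisome, about 1.8 in Fig. 7B, read by eye. With weight 0 the peroxisome score was 1.07, over 1.5 times away from the paper's. With the members annotated in the authors' table it was 1.83. The FDR of 0.0031 for fatty acid degradation matches the number printed in Fig. 7B. In the paper, valine, leucine and isoleucine degradation belongs to the tumor samples and not to the cells. Its FDR here was 0.0679 over all pathways, above the paper's threshold, while its adjusted p was 0.014 over the 3 pathways alone.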

Other observations

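The tests of the enrichment scores were set before their results were seen, and the counts over other splits and the genes named as such were chosen only after the result was seen.

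The paper reports a lower lipid droplet content in overEXP cells from Oil Red O staining, which RNA levels do not measure. In overEXP cells, few genes of the fixed lists of lipid droplets, beta-oxidation and lipolysis passed the test, and none of these lists passed by camera. Of 15 genes of lipid droplets and triglyceride synthesis, GPAT3, which makes lysophosphatidic acid, was lower (9.89 ± 0.57 in overEXP and 16.1 ± 0.30 in NC, mean FPKM ± SD, n = 3 libraries per group) and HSD17B11 was higher (16.9 ± 1.68 and 10.9 ± 0.16). The HSD17B11 log2 fold change did not pass without NC replicate 1, 2 or 3 or overEXP replicate 2 (limma, adjusted p from 0.0541 to 0.0814). Adjusted over the list alone, 1 was higher and 2 were lower (camera over the list, adjusted p = 0.801). PLIN2, the droplet coat protein the paper discusses, had a log2 fold change of -0.13 (limma, adjusted p = 0.374). Of 21 genes of mitochondrial beta-oxidation, SLC25A20, the carnitine carrier, was lower (2 lower when adjusted over the list alone; camera, adjusted p = 0.518), and it did not pass with median-of-ratios scaling or quantile normalization. None of 17 genes of peroxisomal beta-oxidation and alpha-oxidation passed (none when adjusted over the list alone; camera, adjusted p = 0.705), nor did any of 9 lipolysis genes (none when adjusted over the list alone; camera, adjusted p = 0.518). PEX6 was the 1 lower gene of 16 peroxins (1 when adjusted over the list alone; camera, adjusted p = 0.807). Of 12 PPAR alpha targets 1 was lower, again SLC25A20 (2 when adjusted over the list alone; camera, adjusted p = 0.67). Of 8 genes of epoxy fatty acid metabolism, EPHX2 was higher and PTGES lower (1 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.285; fry, adjusted p = 0.00772). Of the 8 genes of the paper's target set tested, EPHX2 was the 1 higher gene (1 when adjusted over the list alone; camera, adjusted p = 0.425; fry, adjusted p = 0.00334). EPHX2 is a member of both lists that passed by fry here. BIN3, DCTN6, DMTN, KBTBD11, TXNL1, PPP2CB and VPS37A had log2 fold changes from -0.20 to 0.20.

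The paper reports more apoptosis and more ROS in overEXP cells from other assays. Of 25 pro-apoptotic genes, BAK1, a pore-forming protein of the mitochondrial outer membrane, was lower (14.8 ± 0.63 in overEXP and 21.9 ± 1.41 in NC, mean FPKM ± SD, n = 3 libraries per group) and none was higher (3 lower when adjusted over the list alone). The BAK1 log2 fold change did not pass without NC replicate 1, 2 or 3 or overEXP replicate 2 (limma, adjusted p from 0.0503 to 0.0832). This list did not pass by camera (adjusted p = 0.209) and was lower by fry (adjusted p = 0.0465). Of 12 anti-apoptotic genes, BIRC3 was lower and none higher (5 lower when adjusted over the list alone). That list was lower by camera (adjusted p = 0.025), but it did not pass with an estimated correlation (adjusted p = 0.674) or by fry (adjusted p = 0.147). Of 20 antioxidant enzymes, PRDX5 was higher and TXNRD1 lower (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.518), and of 23 NRF2 targets 2 were lower, TXNRD1 and OSGIN1 (4 when adjusted over the list alone; camera, adjusted p = 0.542). Of 25 ferroptosis genes CHAC1 was higher and AIFM2 lower (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.662). None of 3 NADPH oxidase genes tested passed (1 lower when adjusted over the list alone). The paper also reports less invasion, and of 13 matrix proteases and inhibitors 2 were lower, PLAU among them (2 when adjusted over the list alone; camera, adjusted p = 0.801). Of 15 Wnt targets CCND1 was lower (2 when adjusted over the list alone; camera, adjusted p = 0.518), and of 25 interferon-stimulated genes BST2 was higher and OASL lower (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.654). None of 26 genes of the tricarboxylic acid cycle or 7 histone genes passed (none when adjusted over the list alone; camera, adjusted p = 0.518 for each). Lists of other cell types had 1 or 2 members tested. Members were counted if their FPKM was 0.1 or more in any library, so some could enter through overEXP replicate 2 alone. Those highest in that library numbered 24 of 26 for enterocytes, 8 of 13 for leukocytes, 10 of 11 for fibroblasts and 1 of 4 for hepatocytes. The number was 0 of 4 for both erythroid and neural markers, where TUBB2B was the 1 gene lower in overEXP.

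The GSEA scores of fatty acid degradation and peroxisome may rest in part on overEXP replicate 2. Without this library the NES fell from 1.97 to 1.51 for fatty acid degradation (gene set permutation test, adjusted p = 0.0642) and from 1.69 to 1.32 for peroxisome (adjusted p = 0.0748). The peroxisome score may also rest on EPHX2 itself, since without it among the members the adjusted p was 0.0585. On the other side, fatty acid degradation passed by camera without overEXP replicate 2 (adjusted p = 0.0234), and the peroxisome NES was nearly as low without overEXP replicate 3 (1.35, adjusted p = 0.0408), so its drop is not particular to replicate 2. A response of these pathways to EPHX2 stays open as well, and was not tested apart from these.

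The 10 splits of the libraries into 3 against 3 are too few for a share under 0.05. Each split other than the real one put overEXP and NC libraries on the same side. The NES of fatty acid degradation was 1.97 in the real split and at most 1.33 in the others, that of peroxisome 1.69 and 1.59, and that of valine, leucine and isoleucine degradation 1.58 and 1.71. The KEGG pathways past the threshold numbered 29 in the real split and 42 in the highest of the others. Counting the real split, 3 of the 10 splits gave at least 29. The p from camera was 0.00661 in the real split and 7.06e-04 in the lowest of the others for fatty acid degradation, and 0.0484 and 0.0396 for peroxisome. For each of these 2 pathways, 2 of the 10 splits, the real one included, gave a p as low.

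For some genes, chosen after their values were seen, the groups did not overlap. DIS3 was between 7.17 and 7.71 in the NC libraries and between 24.6 and 29.4 in the overEXP libraries. PFDN4 was between 32.4 and 43.3 in NC and between 96.0 and 134.0 in overEXP. MIR34AHG, the host gene of microRNA miR-34a and below the minimum for the test, was between 0.963 and 1.12 in NC and between 0.0144 and 0.021 in overEXP. The authors' deposited table marks 259 genes as significant, 194 up and 65 down, and in 98 of the 194 overEXP replicate 2 was more than 10 times every other library.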
